A study of Homo sapiens with 48 samples.

How the data were processed

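Human embryonic stem cells of the H9 line, an established pluripotent line, had been edited with CRISPR/Cas9 to be wild type (+/+), heterozygous (+/-) or homozygous (-/-) for a change in RAI1, per the labels. Cultures were taken through cortical neuron differentiation by dual-SMAD inhibition, which blocks both arms of SMAD signalling, and collected at days 0, 20, 34 and 60. Polyadenylated RNA was sequenced from 48 libraries, which form 12 groups of 4 (3 genotypes at 4 days). Each group held 2 clones with 2 cultures per clone, and replicates 1 and 2 belonged to clone 1 while replicates 3 and 4 belonged to clone 2, per the labels. The labels list the clone under the word batch and give no sequencing date or run. Groups are named here after the genotype in the labels: WT-labelled, HET-labelled and KO-labelled libraries.

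The deposited files were gene tables with 54628 genes and a column per library. The expected counts were deposited by the authors as estimates that need not be whole, and between 81.6% and 84.0% of the nonzero values of a library were whole. The TPM values were deposited by the authors as TPM, already divided by gene length and by library, per the file headers. The FPKM values were deposited by the authors as FPKM, per the file headers. The header words are those that the program RSEM writes, but the labels and headers state no aligner, counter, version, genome build, annotation, strandedness or filter. No blank or summary lines were present (0 lines) and no columns of other samples (0 columns). Of the gene symbols, 52050 matched a RefSeq symbol or alias of assembly GRCh38.p14, which served for names and neighbour order. The build behind the deposited files is not stated. The matched gene with the symbol ARNTL in the files was treated as BMAL1. Among the 16125 genes with a mean of at least 1 CPM, 92.4% had a GC value and 99.99% a length.

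Expected counts were rounded to whole numbers. Total counts ran from 14619115 to 35219716 per library, and between 21367 and 25117 genes had a count. Genes for ribosomal RNA took 0.289% to 3.414% of the counts. A gene with 0 counts in every library of a group was given an upper limit of 3 counts in the group's summed depth, and folds against such a group are stated as lower bounds from that limit. The reads carried no molecular identifiers in the files, so these limits cover counting error only.

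Genotypes were compared at each day with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) in a fit of the 12 libraries of that day, with TMM library sizes, filterByExpr by group and no covariates. Days were compared within a genotype in a fit of its 16 libraries. Differences between genotypes in the change between consecutive days were tested as interaction contrasts in a fit of all 48 libraries. A gene is referred to as called when its Benjamini-Hochberg adjusted p was under 0.05. These tests and all others below were two-sided unless a sentence says otherwise. Because cultures of 1 clone are not independent of that clone, the same genotype contrasts were repeated with the counts of each clone summed (2 clones against 2). Clones of 1 genotype were compared with the same edgeR test, 2 cultures against 2.

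Genes named in the text followed a rule: RAI1, the genes of 15 marker lists (135 genes, all 135 matched), the 2 risen and 2 fallen genes with the largest change between KO-labelled and WT-labelled libraries at each day (1 and 1 for HET-labelled libraries), and up to 6 genes called in 1 direction at all 4 days between KO-labelled and WT-labelled libraries. The largest changes were taken among called genes with a mean of at least 5 CPM in the higher group, a symbol that is not an accession, and no overlap of the libraries in CPM. Of the list genes, GFAP, DLX1, STMN2, TTR, COL3A1 and EOMES were chosen for full values after their values were seen. The lists covered pluripotency, dorsal forebrain progenitors, neurogenic intermediate progenitors, deep-layer and upper-layer cortical neurons, pan-neuronal genes, the glutamatergic synapse, ventral forebrain and inhibitory neurons, midbrain and hindbrain patterning, astroglia, choroid plexus, mesenchyme, cell cycle, the circadian clock and the neighbours of RAI1 in 17p11.2. No gene was in more than 1 list.

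A list score was the mean of log2(CPM + 1) over the genes of a list in a library. Scores were compared with an exact permutation test of 4 against 4 libraries, whose smallest p is 0.0286 (70 arrangements), with adjustment over 120 tests (15 lists, 4 days, KO-labelled and HET-labelled against WT-labelled). The set tests fry and camera of limma 3.58.1 were run on voom values of the 12 libraries of a day. The developmental axis of an interval was built from genes called between its days in WT-labelled libraries with an absolute log2 fold change of at least 1. A library's position was the mean log2(CPM + 1) of risen genes minus that of fallen genes, scaled so that WT-labelled libraries average 0 at the first day and 1 at the second. Genes and scaling for a replicate number came from WT-labelled libraries without that number. The KO-labelled and HET-labelled changes share the WT-labelled libraries, so their relation was set beside values from groups simulated without change against the same WT-labelled libraries (5 simulations per day). Shares of the sum of squares of log2(CPM + 1) were computed for genotype, clone within genotype and culture within clone.

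List scores and axis were tested on simulated data. The count and set tests used data simulated with the means, spreads and depths of real libraries. With 200 changed genes, the genotype test for KO-labelled against WT-labelled libraries recovered 96.5% of them at day 0 (16131 genes tested), 89% at day 20 (16969 genes), 69.5% at day 34 (17164 genes) and 77% at day 60 (17131 genes). Of the calls, 5.85%, 5.82%, 3.47% and 8.33% were unchanged genes at those days, and the contrast without any change gave 0 calls at each day. Clone sums recovered 94.5%, 86.5%, 53.5% and 69%. The interaction test recovered 72.5% of 200 genes for the KO-labelled change from day 0 to day 20 (18828 genes). A pan-neuronal list with doubled counts came out 0.84, 0.94, 0.99 and 1.01 higher at days 0, 20, 34 and 60 against true values of 0.83, 0.93, 0.95 and 1.00. A true axis shift of 0.3 was recovered as 0.300 in each of the 3 intervals. The test fry gave the raised list adjusted p-values of 3.97e-10, 7.46e-09, 3.24e-07 and 7.39e-09 at the 4 days and called 0 of the other lists. A true ratio of 0.5 between changes came out as 0.502, 0.494, 0.524 and 0.511.

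The marker lists, the main tests, the rule for named genes and the following alternatives were fixed before the data were examined: RLE size factors, DESeq2 1.42.0, voom with the clone as a random effect, other filters on low counts, a fold threshold, an adjusted p under 0.01, other sets of libraries in a fit, TPM and FPKM on a log scale with pseudocounts of 1 or 0.1, clone sums, agreement of all 4 clone-against-clone comparisons, a block for the replicate number, and leaving out each library. Fits without 4 libraries that lay far from the rest of their groups were added after the libraries were seen. A library was placed among them when its counts differed from every other library of its group by more than 10 times counting error (median chi-square per gene with at least 100 counts in the pair, relative to its expectation). Their smallest ratios were 177.8 for replicate 1 of the HET-labelled group at day 34, 84.2 for replicate 4 of the HET-labelled group at day 60, 37.2 for replicate 1 of the KO-labelled group at day 20 and 20.6 for replicate 1 of the KO-labelled group at day 0, while the other 44 libraries lay between 1.48 and 5.36. No library was left out of the main results.

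Replicate numbers name the same clone at every day of a genotype, so the numbers pair libraries across days by the labels. The correlation of deviations from the group means between same-numbered libraries ran from -0.843 to 0.780 over 36 pairs, and 0 of the 9 comparisons between days had every pair over 0.1. A block for the number moved no count of a comparison between days by more than 1.5 times. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.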

Results

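Polyadenylated RNA was measured by bulk sequencing in 48 libraries of H9 human embryonic stem cells and of cortical cultures grown from them. The series set out to learn how the loss of RAI1 changes gene expression over time in human cortical development. Cells labelled as wild type, heterozygous or homozygous mutant for RAI1 were collected at days 0, 20, 34 and 60, with 4 libraries in each of the 12 groups. The groups are called WT-labelled, HET-labelled and KO-labelled here, since the level of RAI1 did not follow the labels. The labels put 2 clones with 2 cultures each in every group. The total count per library ran from 15284614 to 26404614 in WT-labelled libraries, from 14771391 to 35219716 in HET-labelled libraries and from 14619115 to 23568893 in KO-labelled libraries.

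RAI1 was detected in every library, with 160 to 5299 counts. In WT-labelled libraries its mean was 11 ± 0.422 CPM (SD, n = 4) at day 0, 136 ± 7.26 at day 20, 158 ± 8.74 at day 34 and 206 ± 7.21 at day 60. In HET-labelled libraries it was 12.3 ± 0.766, 147 ± 4.42, 130 ± 53.3 and 146 ± 45.6 CPM at those days, and in KO-labelled libraries 13.9 ± 2.76, 138 ± 37.7, 175 ± 7.72 and 216 ± 8.79 CPM. The log2 fold change of RAI1 between KO-labelled and WT-labelled libraries was 0.31, 0.01, 0.15 and 0.08 at the 4 days, with edgeR adjusted p-values of 0.192, 0.959, 0.904 and 0.870. Between HET-labelled and WT-labelled libraries it was 0.14, 0.13, -0.27 and -0.50, with adjusted p-values of 0.628, 0.503, 0.437 and 0.0757. Between KO-labelled and HET-labelled libraries it was 0.17, -0.11, 0.42 and 0.57, with adjusted p-values of 0.390, 0.578, 0.220 and 0.0401. A fall in transcript level with the number of edited copies was therefore not seen, and the edit itself cannot be read from counts per gene. Single libraries decided some of these values. The HET-labelled value of -0.27 at day 34 comes with replicate 1 at 50.6 CPM. The rest of that group lay at 151 to 161 CPM, within the WT-labelled range of 147 to 167 CPM. Without replicate 1 of the KO-labelled group, the change between KO-labelled and WT-labelled libraries was 0.45 at day 0 (adjusted p 0.000199) and 0.18 at day 20 (adjusted p 0.000696), and that between KO-labelled and HET-labelled libraries was 0.31 at day 0 (adjusted p 0.00316). Without replicate 4 of the HET-labelled group at day 60, HET-labelled libraries were lower than WT-labelled ones by -0.30 (adjusted p 0.000228), and without replicate 1 at day 34, KO-labelled libraries exceeded HET-labelled ones by 0.16 (adjusted p 0.00104). Without replicate 3 of the HET-labelled group at day 60 the difference from WT-labelled libraries was -0.62 (adjusted p 0.0431). The difference at day 60 between KO-labelled and HET-labelled libraries had an adjusted p of 0.0634 to 0.0888 without replicate 1 of the HET-labelled group or any 1 KO-labelled library, and of 0.136 on the log2(TPM + 1) scale.

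**Figure D1:**
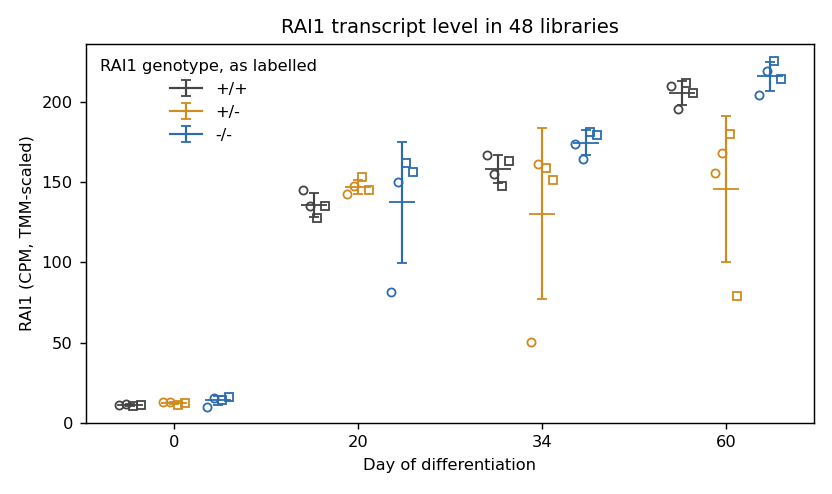
RAI1 in CPM (vertical axis) in each of the 48 libraries at days 0, 20, 34 and 60 (horizontal axis), by labelled genotype, with circles for clone 1, squares for clone 2 and bars for the mean ± SD of 4 libraries. Means rose from 11 to 206 in WT-labelled libraries and from 13.9 to 216 in KO-labelled libraries, and 1 HET-labelled library at day 34 (50.6) and at day 60 (78.9) and 1 KO-labelled library at day 0 (9.88) and at day 20 (81.5) lay well below the rest of their groups.

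The comparison of KO-labelled with WT-labelled libraries asks which genes differ when RAI1 is labelled as lost. At day 0, 998 of 16262 genes were called (492 higher and 506 lower), and clone sums called 451. At day 20, 5915 of 17289 genes were called (3014 higher and 2901 lower), with 3397 by clone sums. At day 34, 1944 of 17361 genes were called (869 higher and 1075 lower), with 783 by clone sums. At day 60, 2443 of 17400 genes were called (999 higher and 1444 lower), with 1888 by clone sums. Of the called genes, 192, 1417, 694 and 1049 changed by at least 1 on the log2 scale at the 4 days. Among the alternatives set before the data were read, this fold threshold moved the count at day 0 most, and a call in the same direction in all 4 clone-against-clone comparisons came next, with 221 genes. The comparisons of 1 KO-labelled clone with 1 WT-labelled clone gave 339 to 584 genes at day 0, 2061 to 4082 at day 20, 467 to 544 at day 34 and 821 to 941 at day 60. Without replicate 1 of the KO-labelled group, 3026 genes were called at day 0. With HET-labelled libraries left out of the fit, 7708 genes were called at day 34 and 6860 at day 60.

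HET-labelled libraries were compared with WT-labelled ones to ask what the loss of 1 labelled copy does. The counts were 973 genes at day 0 (600 higher and 373 lower; 381 by clone sums), 8885 at day 20 (4135 and 4750; 7318 by clone sums), 4615 at day 34 (2441 and 2174; 2581 by clone sums) and 4765 at day 60 (2838 and 1927; 3814 by clone sums). Without replicate 2 of the HET-labelled group, 621 genes were called at day 0, and without replicate 3, 648. Without replicate 1 of the HET-labelled group, 9907 genes were called at day 34, and without its replicate 4, 9828 at day 60. Between KO-labelled and HET-labelled libraries, 2632 genes were called at day 0 (1286 higher and 1346 lower; 1188 by clone sums), 6556 at day 20 (3290 and 3266; 4432 by clone sums), 6640 at day 34 (2977 and 3663; 5157 by clone sums) and 5370 at day 60 (2168 and 3202; 4986 by clone sums). These counts were 4688 at day 0 without replicate 1 of the KO-labelled group, 11425 at day 34 without replicate 1 of the HET-labelled group and 8790 at day 60 without its replicate 4. On the log2(TPM + 1) scale the share of higher genes among calls against WT-labelled libraries was smaller at days 20 and 34, for example 24.9% in place of 52.9% for HET-labelled libraries at day 34.

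Among the genes named for the size of their change between KO-labelled and WT-labelled libraries, DCAF12L1 and those that fell were at 0 counts in a group on at least 1 day. At day 0, DCAF12L1 was at 0 counts in the 4 WT-labelled libraries and at 5.69 ± 0.624 CPM (SD, n = 4) in KO-labelled libraries, at least 134-fold higher, and it was at least 126-fold higher in HET-labelled libraries. PCDHA11 was higher in KO-labelled libraries by 3.68 at day 0 (SE 0.15, adjusted p 6.09e-10), 5.77 at day 34 (SE 0.73, adjusted p 0.000337) and 5.78 at day 60 (SE 0.57, adjusted p 2.17e-05), and in HET-labelled libraries by 5.56 at day 60 (SE 0.57, adjusted p 4.53e-05). Its transcripts share exons with those of the other alpha protocadherins, so the division of reads among them is uncertain. GPR50 was higher by 5.03 at day 20 (SE 0.21, adjusted p 7.60e-09). DUSP26 was higher by 6.02 at day 20 (SE 0.61, adjusted p 1.10e-05), 6.78 at day 34 (SE 0.45, adjusted p 4.14e-06) and 7.81 at day 60 (SE 0.24, adjusted p 3.89e-09), where it stood at 52.8 ± 2.12 CPM against 0.229 ± 0.077 CPM, while in HET-labelled libraries it differed by 0.09 at day 60 (adjusted p 0.910). DCAF12L1 and GPR50 lie on the X chromosome.

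ZNF680, TSPYL5, ZNF229, ZNF667-AS1, LOC441666 and ZNF471 were called lower in KO-labelled libraries at all 4 days. TSPYL5 was at 0 counts in every KO-labelled library and was at least 311-fold, 109-fold, 162-fold and 52-fold lower at days 0, 20, 34 and 60. ZNF229 was likewise at 0 and at least 186-fold, 331-fold, 441-fold and 360-fold lower, ZNF667-AS1 at least 156-fold, 172-fold, 204-fold and 280-fold lower, and LOC441666 at least 895-fold, 247-fold, 259-fold and 133-fold lower. ZNF680 was at least 635-fold, 272-fold and 79-fold lower at days 0, 34 and 60, and at day 20 its mean was 0.0145 CPM against 11.7 CPM. ZNF471 was at least 35-fold, 165-fold and 252-fold lower at days 0, 20 and 60, and at day 34 its mean was 0.0313 CPM against 10.5 CPM. TSPYL5, ZNF667-AS1 and LOC441666 were also at 0 counts in every HET-labelled library. Among the largest changes of HET-labelled libraries, ZNF667 was at least 357-fold lower at day 0, ZNF667-AS1 at least 157-fold lower at day 20, KCNJ16 at 16.7 ± 1.13 CPM and at least 389-fold higher at day 20, and CAT at least 1505-fold lower at day 34 and 512-fold lower at day 60. CAT was lower in KO-labelled libraries by -3.67 at day 34 (SE 0.11, adjusted p 7.37e-07). ZNF667 and ZNF667-AS1 are neighbours transcribed in opposite directions and strandedness is not stated, so reads could be shared between them. P2RY11 was higher in HET-labelled libraries by 7.61 at day 34 (SE 1.42, adjusted p 0.00231), but it overlaps PPAN and its assignment is uncertain. For the genes and comparisons that the naming rule selected by size of change, the direction and the call held in every alternative in which they were tested, and a mean of at least 1 CPM left TSPYL5 at day 60 and ZNF471 at day 0 untested.

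The changes of HET-labelled and KO-labelled libraries against the shared WT-labelled libraries were compared across genes, which are not independent replicates. Pearson's r was 0.487 at day 0, 0.591 at day 20, 0.147 at day 34 and 0.201 at day 60, while groups simulated without change gave 0.526, 0.479, 0.498 and 0.483. Spearman's rho was 0.160, 0.610, -0.0383 and 0.138 (0.481, 0.447, 0.459 and 0.454 without change). Of the genes called between KO-labelled and WT-labelled libraries, 58.3%, 86.6%, 37.6% and 55.9% changed in the same direction in HET-labelled libraries at the 4 days. With the KO-labelled change simulated as measured and HET-labelled libraries without change, these shares were 67.9%, 59.6%, 63.0% and 62.1%. The median ratio of the HET-labelled to the KO-labelled change was 0.128, 0.876, -0.207 and 0.113 (simulated 0.102, 0.0498, 0.0646 and 0.0580). With HET-labelled libraries against WT-labelled clone 2 and KO-labelled ones against clone 1, r was 0.309 and rho -0.0385 at day 0. At day 60 this gave a share of 48.3% and a ratio of -0.0263.

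Among 14654 genes tested at all days, 4772 were called between KO-labelled and WT-labelled libraries at 1 day, 1452 at 2 days, 328 at 3 days and 126 at all 4 days. Of these, 1004, 186 and 109 genes had the same direction at each of the 2, 3 or 4 days of their calls. Shuffling the calls of each day among genes of like level gave means of 706, 31.9 and 0.4 such genes, with maxima of 808, 47 and 3. Clone sums moved the count at all 4 days to 79, and a fold threshold moved it to 35.

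The clones of a genotype were compared with each other to measure how far independent clones differ. The edgeR test called 0 genes in each of the 12 comparisons of clone 1 with clone 2. At an unadjusted p under 0.05 there were 349, 135, 88 and 137 genes at days 0, 20, 34 and 60 in WT-labelled libraries, 226, 249, 2922 and 1546 in HET-labelled libraries, and 3851, 2892, 115 and 141 in KO-labelled libraries. The 4 comparisons with over 1000 such genes include 1 library each that lay far from the rest of its group. Among the other libraries, the distance between 2 libraries of a group was a median of 1.88 times counting error both within a clone (20 pairs) and between clones (40 pairs). The correlation attributed to the clone by voom was 0.0799, -0.0497, -0.0138 and -0.103 at the 4 days. Genotype took 45.4%, 67.2%, 52.7% and 54.8% of the sum of squares at the 4 days, clone within genotype 20.2%, 10.8%, 15.9% and 13.3%, and culture within clone 34.4%, 22%, 31.4% and 31.9%. Over all libraries, day took 83.6%, genotype 4.21%, day by genotype 5.10% and the spread within groups 7.06%. On the log2(TPM + 1) scale genotype took 34.6% at day 0. Leaving out 1 replicate number, the share at day 34 ran from 52.8% to 83.5% for genotype, from 8.31% to 42.75% for clone and from 3.8% to 33.2% for culture.

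The time course was described within each genotype. In WT-labelled libraries 15912 of 18639 genes were called between days 0 and 20 (8125 higher and 7787 lower), 12192 between days 20 and 34 and 15114 between days 34 and 60. In HET-labelled libraries 11785, 4544 and 10636 of 18451 genes were called, and in KO-labelled libraries 14288, 8234 and 13158 of 18285. A fold threshold of 1 on the log2 scale moved the WT-labelled counts most, to 9122, 3086 and 7318. The HET-labelled count between days 20 and 34 was 2405 without replicate 2 and 2455 without replicate 3.

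Whether the genotypes change differently over time was tested by interaction in 19753 genes. The change differed between KO-labelled and WT-labelled libraries for 2412 genes from day 0 to day 20, 1103 genes from day 20 to day 34 and 2005 genes from day 34 to day 60. Clone sums gave 1521, 539 and 1455 genes. The change differed between HET-labelled and WT-labelled libraries for 4636, 4377 and 3886 genes, with 3835, 3267 and 2898 by clone sums. Leaving out a replicate number throughout moved these counts by over 1.5 times in each of the 6 contrasts, down to 1223 genes without replicate 2, 371 without replicate 3 and 877 without replicate 3 for KO-labelled libraries, and to 2708 without replicate 2, 2383 without replicate 2 and 1716 without replicate 3 for HET-labelled libraries. In 3 of 30 splits of the libraries, the real one included, as many genes were called as for the KO-labelled change from day 20 to day 34, so that count did not stand apart from other divisions of the same libraries.

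The position of a library on the WT-labelled time course asks whether cultures run early or late. Each position was compared by an exact permutation test of 4 against 4 libraries (12 tests). Complete separation gives a p of 0.0286 (adjusted p 0.0343). With clones as units no call is possible. On the axis from day 0 to day 20 (5108 to 5157 risen and 3950 to 4003 fallen genes), KO-labelled libraries at day 0 lay 0.0134 and HET-labelled libraries 0.0235 further along than WT-labelled ones, with separation in both. At day 20 they lay at 0.817 ± 0.204 and 0.870 ± 0.0016 (SD, n = 4), -0.179 and -0.126 from WT-labelled libraries and below all 4 of these. Without replicate 1 the KO-labelled difference was -0.0768. Without any 1 WT-labelled library it lost its call (adjusted p 0.125 to 0.137) but stayed separated. On the axis from day 20 to day 34, KO-labelled libraries lay 0.250 and HET-labelled libraries 0.30 further along at day 20, above all WT-labelled libraries. Both groups were thus behind on 1 axis and ahead on the other, so position alone does not show timing. KO-labelled replicate 1 lay at 0.4095, the others at 0.2283 to 0.2335. At day 34 KO-labelled libraries lay 0.115 further along and HET-labelled libraries -0.165 behind, each with separation. On the axis from day 34 to day 60, KO-labelled libraries at day 34 lay 0.103 further along with separation, and HET-labelled libraries differed by -0.0192 (exact permutation p 0.0571, adjusted p 0.0623). At day 60 KO-labelled libraries differed by 0.0041 (exact permutation p 0.486, adjusted p 0.486), and HET-labelled libraries lay -0.0940 behind with separation.

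**Figure D2:**
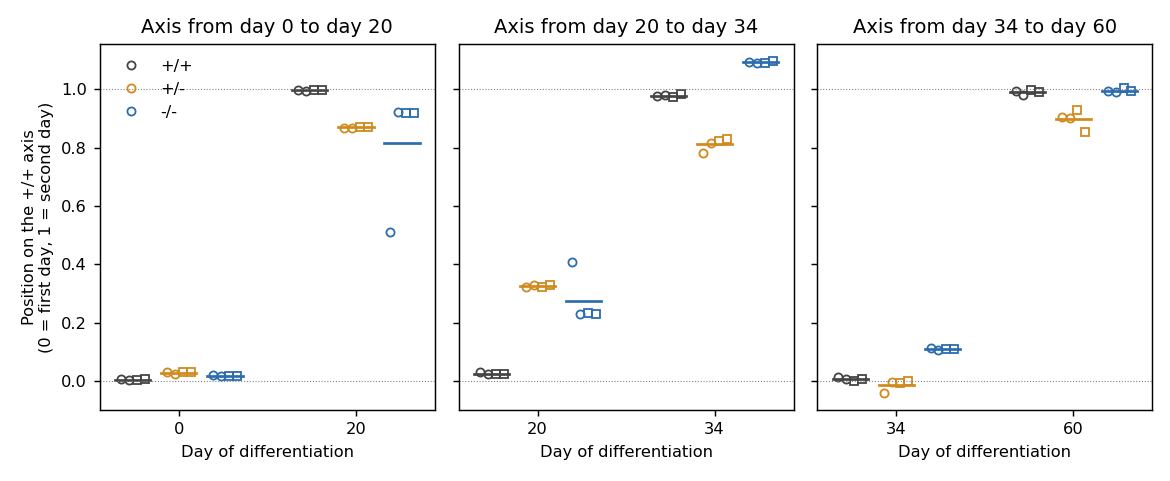
Position of each library on the WT-labelled axis of each interval (vertical axis, no unit; 0 is the WT-labelled mean at the first day and 1 that at the second), by day and labelled genotype (horizontal axis), with circles for clone 1, squares for clone 2 and bars for means. At day 34 on the axis from day 20 to day 34, KO-labelled libraries averaged 1.09, WT-labelled libraries 0.977 and HET-labelled libraries 0.812.

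Scores of 15 marker lists were compared with those of WT-labelled libraries by exact permutation tests. Of 120 tests, 69 had separated groups, with a p of 0.0286 (adjusted p 0.0497), the smallest possible with cultures as units. With clones as units no list could be called. Leaving out any 1 WT-labelled library moved these calls most, to 0 of 120 (59 at an unadjusted p under 0.05), and a pseudocount of 0.1 (60) and the deposited TPM (63) also left 0 of 120, since fewer separated lists raise every adjusted p. The set test fry called 65 of the 120, and camera 35 of these. By contrast and day, 1, 6, 10 and 13 of the 15 lists were separated in KO-labelled libraries at days 0, 20, 34 and 60, and 5, 12, 14 and 8 in HET-labelled libraries. Differences below are in log2(CPM + 1) score units, and separated ones have all 4 libraries above or below all 4 WT-labelled ones.

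At day 34 KO-labelled libraries had separated higher scores for pan-neuronal genes (0.78), the glutamatergic synapse (0.53), ventral forebrain and inhibitory neurons (1.2), neurogenic intermediate progenitors (0.59), dorsal forebrain progenitors (0.40), upper-layer neurons (0.14) and the cell cycle (0.26). HET-labelled libraries had separated lower scores for the same lists at day 34: -0.71, -0.92, -0.60, -1.55, -1.25, -0.90 and -0.32. For deep-layer neurons at day 34 the differences were 0.16 in KO-labelled libraries, not separated, and -0.61 in HET-labelled libraries, separated. At day 60 the separated differences of KO-labelled libraries were 0.29 for pan-neuronal genes, 0.23 for the glutamatergic synapse, 0.81 for ventral forebrain and inhibitory neurons, 0.63 for intermediate progenitors, 0.52 for dorsal progenitors, 0.25 for upper-layer neurons, 0.15 for deep-layer neurons and 0.52 for the cell cycle. At that day HET-labelled libraries had separated lower scores for dorsal progenitors (-0.62), intermediate progenitors (-0.52) and ventral forebrain and inhibitory neurons (-0.24), and were not separated for pan-neuronal genes (-0.09), the glutamatergic synapse (-0.12), upper-layer neurons (-0.04), deep-layer neurons (0.19) or the cell cycle (0.10). Without replicate 4 of the HET-labelled group these last differences were -0.0098, 0.09, 0.17, 0.31 (separated) and 0.06.

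Scores for astroglia, mesenchyme, choroid plexus and midbrain and hindbrain patterning moved apart in KO-labelled and HET-labelled libraries at some days. Choroid plexus at day 20 and midbrain and hindbrain patterning at day 34 were lower in both. The astroglia score of KO-labelled libraries at day 60 differed by -1.23 and that of HET-labelled libraries by 0.81, both separated. The mesenchyme score differed by 2.05 at day 20, 1.19 at day 34 and 0.31 at day 60 in HET-labelled libraries, all separated, and by 0.18 (not separated), -0.18 and -1.63 (separated) in KO-labelled libraries. The choroid plexus score differed by -0.47, -0.53 and -0.14 at days 20, 34 and 60 in KO-labelled libraries and by -0.17, 0.74 and 0.52 in HET-labelled libraries, all separated, although the KO-labelled difference at day 60 reversed to 0.04 with TPM, to 0.01 with a pseudocount of 0.1 and to 0.00 with FPKM. For midbrain and hindbrain patterning, KO-labelled libraries differed by -0.18, -0.28 and -0.61 at days 20, 34 and 60, all separated, and HET-labelled libraries by 0.29, -0.10 (separated) and 0.03 (not separated). The astroglia difference at day 34 was 0.17 in HET-labelled libraries, separated, but reversed to -0.05 with TPM.

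The pluripotency score differed by -0.07 in KO-labelled and -0.08 in HET-labelled libraries at day 0, both separated. At day 20 it was 1.52 higher in KO-labelled libraries, which rests on replicate 1 (7.71 against 1.85 to 1.89 in the rest of its group), and without that library the difference was 0.06. It differed by -0.01 in HET-labelled libraries at day 20 (not separated), by 0.07 (not separated) and -0.17 (separated) in KO-labelled and HET-labelled libraries at day 34, and by 0.24 and -0.20 at day 60, both separated. At day 20 the remaining KO-labelled differences without separation were 0.44 for dorsal progenitors, 0.29 for intermediate progenitors, -0.01 for deep-layer neurons, 0.01 for upper-layer neurons, 0.15 for pan-neuronal genes, 0.12 for the glutamatergic synapse and -0.01 for ventral forebrain and inhibitory neurons, while the cell cycle (0.20) and astroglia (0.08) were separated. Without replicate 1, the differences for dorsal progenitors (0.60), intermediate progenitors (0.43), deep-layer neurons (0.11) and pan-neuronal genes (0.20) were separated. So were those for the glutamatergic synapse (0.19), mesenchyme (0.37) and the cell cycle (0.08). The difference for astroglia (0.08) lost its call (exact permutation, adjusted p 0.0826). HET-labelled libraries at day 20 had separated differences of -0.60 for dorsal progenitors, -0.16 for intermediate progenitors, -0.19 for deep-layer neurons, -0.61 for upper-layer neurons, -0.27 for pan-neuronal genes, -0.39 for the glutamatergic synapse and -0.53 for the cell cycle, and were not separated for ventral genes (-0.07) or astroglia (0.06). At day 0 the separated differences of HET-labelled libraries besides pluripotency were -0.13 for deep-layer neurons, -0.15 for pan-neuronal genes, 0.20 for choroid plexus and 0.06 for mesenchyme. All other differences at day 0, in both contrasts, lay between -0.06 and 0.10 and were not separated.

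The circadian clock list was included because RAI1 has been described as a regulator of the CLOCK gene. Its score differed at day 20 by -0.26 in KO-labelled and -0.37 in HET-labelled libraries, both separated, and was not separated at day 34 (-0.07 and -0.14) or day 60 (0.01 and 0.07). In HET-labelled libraries it was -0.04 at day 34 without replicate 1, not separated, and 0.17 at day 60 without replicate 4, separated. The neighbours of RAI1 in 17p11.2 differed by -0.11, -0.16 and -0.18 at days 20, 34 and 60 in HET-labelled libraries, all separated. In KO-labelled libraries the differences at those days were -0.07, 0.04 and 0.02, none separated. Without replicate 1, the HET-labelled difference at day 34 was -0.10 and lost its call (exact permutation, adjusted p 0.0826). Of the list differences that were not separated, fry called 7. In KO-labelled libraries at day 0 these were the circadian list, lower (fry adjusted p 0.00580), and choroid plexus, higher (0.0303). Ventral forebrain and inhibitory neurons were also lower at day 0 (0.0147), but only 1 gene of that list was tested. That gene was not called by edgeR among all genes tested. At later days they were the neighbours of RAI1, lower, at day 20 (0.00808) and astroglia, lower, at day 34 (0.000143). In HET-labelled libraries they were astroglia at day 20 (0.00118) and deep-layer neurons at day 60 (0.0446), both higher. Fry also left separated differences uncalled. In KO-labelled libraries these were pluripotency (adjusted p 0.364), the cell cycle (0.270) and astroglia (0.948) at day 20. At day 60 they were the glutamatergic synapse (0.446), upper-layer neurons (0.212) and deep-layer neurons (0.0840). In HET-labelled libraries they were mesenchyme at day 0 (0.298) and, at day 20, intermediate progenitors (0.298), deep-layer neurons (0.187) and choroid plexus (0.461). Midbrain and hindbrain patterning at day 34 (0.191) was another.

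Single genes of the lists were tested with edgeR. In KO-labelled libraries 4, 50, 40 and 51 list genes were called at days 0, 20, 34 and 60 among all genes tested, and 4, 53, 52 and 61 when adjusted over the list alone, of 90, 120, 120 and 120 list genes tested. In HET-labelled libraries 7, 72, 68 and 59 were called, and 7, 73, 74 and 66 adjusted over the list alone. GFAP at day 60 stood at 32.4 ± 1.84 CPM in WT-labelled, 234 ± 34.5 in HET-labelled and 2.53 ± 0.497 in KO-labelled libraries, with log2 fold changes of -3.67 (SE 0.15, adjusted p 1.87e-08) for KO-labelled and 2.85 (SE 0.13, adjusted p 1.32e-07) for HET-labelled libraries. DLX1 at day 34 changed by 2.12 (SE 0.08, adjusted p 4.20e-07) and -1.34 (SE 0.09, adjusted p 1.13e-06). STMN2 at day 34 changed by 1.34 (SE 0.13, adjusted p 6.17e-05) and -1.63 (SE 0.14, adjusted p 7.36e-06). COL3A1 at day 60 changed by -2.32 (SE 0.12, adjusted p 1.04e-07) in KO-labelled libraries, and its HET-labelled change of 0.45 (adjusted p 0.0136) lost its call with clone sums (adjusted p 0.0511; 0.0511 to 0.251 over the alternatives that lost it). EOMES at day 60 changed by 1.35 (SE 0.12, adjusted p 1.19e-05) and -0.53 (adjusted p 0.00785), the latter with adjusted p-values of 0.0910 to 0.115 in a fit of all 48 libraries and on the log2 TPM scales. TTR at day 34 changed by -1.41 (SE 0.29, adjusted p 0.00782) and 1.51 (SE 0.29, adjusted p 0.00259), the former with an adjusted p of 0.0520 by clone sums.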

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

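Of the tests in this part, only the share of genes nearer to the own group and the fits without the 4 far libraries were chosen after the results were seen. A library is described as set apart when its gap to the nearest library of its group as a share of the group's range exceeded the 95% critical value of Dixon's test for 4 libraries, and this gap ratio is given below. Chance sets apart a library in about 1 in 20 groups. For RAI1, 2 of 12 groups had such a library (0.6 expected by chance), for total counts 1 of 12 (0.6 expected), for axis positions 5 of 18 (0.9 expected) and for list scores 30 of 180 (9.0 expected). The design holds no group that would separate a biological cause for a single library, so no biological explanation was tested for them.

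Replicate 1 of the KO-labelled group at day 20 was set apart in RAI1 (81.5 CPM against 150 to 162, gap ratio 0.849), in its position on the axis from day 0 to day 20 (0.511 against 0.917 to 0.921, ratio 0.990) and on the axis from day 20 to day 34 (0.410 against 0.228 to 0.234, ratio 0.971). It was set apart in 9 list scores: pluripotency (0.993), dorsal progenitors (0.898), intermediate progenitors (0.830), deep-layer neurons (0.895), ventral forebrain and inhibitory neurons (0.848), choroid plexus (0.865), mesenchyme (0.864), cell cycle (0.899) and circadian clock (0.895). After trends were removed, 98.7% of its squared deviation was left for transcript length and 98.2% for GC content, and 100% was left without ribosomal genes, which argues against these as the whole cause. Its profile correlated better with its own group than with the nearest other group, by 0.0184 in r, and 91.0% of 144 genes that lie 4-fold apart between these groups were nearer to the own group, which argues against an exchanged label. The deviations ran along the difference between its group and day 0 with an r of 0.875 for KO-labelled, 0.873 for WT-labelled and 0.869 for HET-labelled libraries of day 0, which is consistent with a mixture that includes RNA of undifferentiated cells of any of these labels, at a share of 46.5% when fitted to the KO-labelled ones. Whether such RNA entered after collection or cells in the culture stayed pluripotent was not tested.

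Replicate 1 of the HET-labelled group at day 34 was set apart in RAI1 (50.6 CPM against 151 to 161, ratio 0.911), in its position on the axis from day 34 to day 60 (-0.0412 against -0.0052 to 0.0010, ratio 0.853) and in 8 list scores: dorsal progenitors (0.983), deep-layer neurons (0.871), upper-layer neurons (0.981), pan-neuronal genes (0.839), glutamatergic synapse (0.844), choroid plexus (0.903), circadian clock (0.929) and the neighbours of RAI1 in 17p11.2 (0.842). Replicate 4 of the HET-labelled group at day 60 was set apart in 5 list scores: deep-layer neurons (0.935), pan-neuronal genes (0.923), glutamatergic synapse (0.857), circadian clock (0.927) and the neighbours of RAI1 in 17p11.2 (0.849). In both, the ratio to the rest of the group fell with transcript length, with a Spearman rho of -0.642 and -0.715 across genes, while no library outside these and the other far ones exceeded 0.503 in size. Removing the length trend left 57.5% and 52.2% of the squared deviation, so loss of signal from long transcripts may be a part of the cause but not the whole of it. Removing the GC trend left 97.6% and 97.4%, and leaving out ribosomal genes left 99.7% and 99.9%, although ribosomal RNA took 3.414% of the counts in the former. Both correlated better with their own group than with the nearest other group, by 0.0270 and 0.0024 in r, with 80.6% of 108 and 91.3% of 46 genes nearer to the own group, which argues against an exchanged label. The largest r with a difference to another group was 0.149 and 0.238, which argues against a mixture with RNA of another group. RNA degradation or an uneven priming of long transcripts stays open and was not tested beyond the length trend.

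Replicate 1 of the KO-labelled group at day 0 was set apart in the glutamatergic synapse score (0.843). Its ratio to the rest of the group fell with GC content with a rho of -0.772, against at most 0.540 in size elsewhere, and removing this trend left 43.4% of the squared deviation. A GC bias of this library is therefore a candidate explanation for most of its distance. The length trend left 97.4%, ribosomal genes left 98.2%, its r exceeded that with the nearest other group by 0.0016 with 100% of 17 genes nearer to the own group, and the largest r with a difference to another group was 0.209, which argues against these as causes.

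Further libraries were set apart. Replicate 2 of the HET-labelled group at day 0 was set apart in total counts (35219716 against 17383175 to 20057145, ratio 0.850) and in its axis position (0.0232 against 0.0301 to 0.0311, ratio 0.873). Replicate 2 of the WT-labelled group at day 20 was set apart in its axis position (0.848). Single list scores set apart were pluripotency in replicate 2 (0.939) and deep-layer neurons (0.873) and circadian clock (0.884) in replicate 3 of the WT-labelled group at day 60, pan-neuronal genes in replicate 1 of the KO-labelled group at day 34 (0.907), astroglia in replicate 2 of the HET-labelled group at day 20 (0.951), and choroid plexus in replicate 1 (0.836) and mesenchyme in replicate 3 (0.868) of the WT-labelled group at day 20. The counts of these libraries lay within 5.36 times counting error of another library of their group. Length and GC trends were also measured in them. In replicates 2 and 3 of the WT-labelled group at day 60, rho with length was 0.402 and -0.503 and rho with GC content -0.540 and 0.531, removing the length trend left 85.7% and 75.2% of the squared deviation, and removing the GC trend left 75.4% and 76.1%. In replicate 1 of the WT-labelled group at day 20, rho with GC content was 0.517 and removing that trend left 79.0%. The largest r with a difference to another group was 0.422, for replicate 2 of the WT-labelled group at day 60 toward the HET-labelled group of that day. Whether these trends moved the scores that set the libraries apart was not tested.

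The change between consecutive days differed between genotypes in each of the 6 interaction contrasts. For KO-labelled libraries the counts were 2412 genes from day 0 to day 20, 1103 from day 20 to day 34 and 2005 from day 34 to day 60, and for HET-labelled libraries 4636, 4377 and 3886. Other splits of the libraries, which mixed the genotypes within each day, were drawn 30 times per contrast with the real split included. As many genes were called in 1 of the 30 splits for 5 of the contrasts, and in 3 of the 30 for the KO-labelled change from day 20 to day 34, so chance division of the libraries is not excluded for that contrast. The highest count of another split was 1751 there, 1460 and 894 for the other KO-labelled contrasts, and 0, 0 and 1974 for the HET-labelled ones. Without the 4 far libraries the counts were 5048, 4684 and 7696 for KO-labelled and 9826, 8482 and 9581 for HET-labelled libraries, so these libraries did not create the differences and may have hidden some of them by widening the spread. The labels do not say whether the genotypes were differentiated side by side, so a difference between differentiation runs stays open beside an effect of the genotype, and neither was tested apart.

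Some list scores were separated from WT-labelled libraries in opposite directions at different days, and the change between days is given without a p-value, because permuting labels within days returns its smallest p for any case chosen in this way. The 7 cases were pluripotency in KO-labelled libraries from day 0 to day 20 (a change of 1.59) and from day 0 to day 60 (0.31), astroglia in KO-labelled libraries from day 20 to day 60 (-1.31), midbrain and hindbrain patterning in HET-labelled libraries from day 20 to day 34 (-0.39), and choroid plexus in HET-labelled libraries from day 0 to day 20 (-0.37), from day 20 to day 34 (0.91) and from day 20 to day 60 (0.69). In each, 4 of 4 libraries lay on the stated side at both days. In the set test fry, only pluripotency from day 0 to day 60 was called at both days in these directions. Midbrain and hindbrain patterning in HET-labelled libraries at day 34 (fry adjusted p 0.191) and astroglia in KO-labelled libraries at day 20 (adjusted p 0.948) had the other direction there and were not called. The size of the first case rests on replicate 1 of the KO-labelled group at day 20, without which the difference at that day was 0.06 and still separated. The deviations of that library ran along the difference to day 0 with an r of 0.875, and it may hold RNA of undifferentiated cells. The astroglia case includes the same library at day 20, without which the difference was 0.08 and lost its call (exact permutation, adjusted p 0.0826). For the 6 cases other than the first no technical explanation was tested. For these a difference between differentiation runs or between the lines stays open beside one of genotype.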

How the results depend on the processing

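The fits without the 4 far libraries were the only alternatives of this part chosen after the data were seen. Where a value moved, the cause was not tested unless a sentence gives it. Counts moved are those that differ by more than 1.5 times from the reported ones, and each list of values follows days 0, 20, 34 and 60 unless days are named. For genotype comparisons, the counts under RLE size factors, DESeq2, voom with the clone as a random effect, no filter on low counts and a mean of at least 1 CPM stayed within 1.5 times of the reported ones in all 12. For comparisons between days this held for DESeq2, no filter and clone sums in all 9, and for interactions for DESeq2 and no filter in all 6.

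With clone sums (2 against 2), which leave fewer units, the moved counts were 451, 3397 and 783 genes for KO-labelled against WT-labelled libraries at days 0, 20 and 34, 381 and 2581 for HET-labelled against WT-labelled libraries at days 0 and 34, and 1188 for KO-labelled against HET-labelled libraries at day 0. The interaction counts for KO-labelled libraries were 1521 from day 0 to day 20 and 539 from day 20 to day 34. For KO-labelled against WT-labelled libraries, clone sums gave 663 genes called at 2 days (437 in the same direction), 129 at 3 days (99 in the same direction) and 79 at all 4 days.

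A fold threshold of 1 on the log2 scale lowered counts by construction. It left 192, 1417, 694 and 1049 genes for KO-labelled against WT-labelled, 197, 2374, 1641 and 949 for HET-labelled against WT-labelled, and 338, 1552, 2743 and 1716 for KO-labelled against HET-labelled libraries. Between days it left 9122, 3086 and 7318 genes in WT-labelled libraries, 2072 from day 20 to day 34 and 6812 from day 34 to day 60 in HET-labelled libraries, and 7386, 2805 and 7014 in KO-labelled libraries. Under it 1101 genes were called between KO-labelled and WT-labelled libraries at 1 day, 224 at 2 days (156 in the same direction), 55 at 3 days (45 in the same direction) and 35 at 4 days (35 in the same direction). An adjusted p under 0.01, again lower by construction, left 554, 3296, 1090 and 1487 genes for KO-labelled against WT-labelled, 493, 2591 and 2577 for HET-labelled against WT-labelled libraries at days 0, 34 and 60, and 1230, 4265, 4274 and 3323 for KO-labelled against HET-labelled libraries. A call in the same direction in all 4 clone-against-clone comparisons, stricter by construction, left 221, 1466, 369 and 644, then 217, 4582, 987 and 569, and then 512, 2167, 2202 and 1369 genes in the same order of comparisons.

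In a fit of all 48 libraries, the moved counts were 390, 391 and 915 genes in the 3 comparisons at day 0 and 7421 for HET-labelled against WT-labelled libraries at day 34. With only the 2 genotypes compared in a fit, they were 589, 3509 and 1689 at day 0, 7708 and 2734 for KO-labelled and HET-labelled against WT-labelled libraries at day 34, and 6860 and 2900 at day 60. Where the count rose, the genotype left out held a far library (KO-labelled at day 0, HET-labelled at days 34 and 60), and leaving out only that library gave nearly the same counts, 3322, 7974 and 7114, so the rise goes with its removal from the shared fit. The cause of the other shifts was not tested.

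Without the 4 far libraries, the moved counts were 3026, 3322 and 4688 genes at day 0, 7974, 9907 and 11425 at day 34, and 7114, 9828 and 8790 at day 60, in the order KO-labelled against WT-labelled, HET-labelled against WT-labelled and KO-labelled against HET-labelled. The count for HET-labelled libraries from day 20 to day 34 was 10406. The interaction counts were 5048, 4684 and 7696 for KO-labelled and 9826, 8482 and 9581 for HET-labelled libraries. Called lists of KO-labelled libraries numbered 2 at day 0 and 11 at day 20, and 76 over both contrasts and all days. The deep-layer difference of KO-labelled libraries at day 20 reversed from -0.01 to 0.11, and the difference of the neighbours of RAI1 at day 0 from -0.01 to 0.055. In HET-labelled libraries at day 60, uncalled differences changed sign from -0.04 to 0.17 for upper-layer neurons, from -0.12 to 0.09 for the glutamatergic synapse and from 0.03 to -0.02 for midbrain and hindbrain patterning.

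On the log2(TPM + 1) scale with limma, the moved counts were 936, 2720 and 3910 genes at day 34 in the same order of comparisons and 2686 for HET-labelled against WT-labelled libraries at day 60, and with a pseudocount of 0.1 they were 792, 2304, 3605 and 2540. The TPM scale also moved the share of higher genes among calls. It went from 3014 higher and 2901 lower (51% higher) to 1522 and 3352 (31.2%) for KO-labelled against WT-labelled libraries at day 20, from 4135 and 4750 (46.5%) to 2739 and 6411 (29.9%) for HET-labelled against WT-labelled at day 20, from 869 and 1075 (44.7%) to 292 and 644 (31.2%) for KO-labelled against WT-labelled at day 34, from 2441 and 2174 (52.9%) to 677 and 2043 (24.9%) for HET-labelled against WT-labelled at day 34, and from 2977 and 3663 (44.8%) to 2358 and 1552 (60.3%) for KO-labelled against HET-labelled at day 34. With a pseudocount of 0.1 these shares were 32%, 30%, 25.9%, 26.8% and 59.0%. The median log2 fold change of all genes shifted by -0.128 for HET-labelled against WT-labelled libraries at day 20, by -0.313 at day 34 and by 0.243 for KO-labelled against HET-labelled libraries at day 34, and by under 0.1 in the other 9 comparisons. Shares of higher genes at days 20 and 34 thus depend on the scaling. Genotype took 34.6%, 56.6%, 41.5% and 42.4% of the sum of squares on this scale, and culture within clone 42.0%, 29.1%, 39.3% and 40.1%. Over all libraries day took 77.8%, day by genotype 5.77% and the spread within groups 12.2%. Leaving out 1 replicate number on the reported scale, genotype ran from 47.8% to 56.7%, 66.95% to 84.2%, 52.8% to 83.5% and 52.8% to 78.3%, clone within genotype from 21.7% to 34.9%, 7.49% to 26.9%, 8.31% to 42.75% and 10.9% to 37.2%, and culture within clone from 17.35% to 27.6%, 6.12% to 21.7%, 3.8% to 33.2% and 6.13% to 32.9%.

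RAI1 kept its side of the threshold under TPM and FPKM except between KO-labelled and HET-labelled libraries at day 60, with 0.69 on the log2(TPM + 1) scale (adjusted p 0.136) and 0.56 on the log2(FPKM + 1) scale (adjusted p 0.0604). For list scores, a pseudocount of 0.1 and the deposited TPM each left 0 called lists at every day in both contrasts, with 60 and 63 of 120 at an unadjusted p under 0.05, because the smallest adjusted p rose to 0.0571 and 0.0544 when fewer lists were separated. FPKM gave 71 called lists. List genes with a mean of at least 1 CPM gave 69 in all and 2 for KO-labelled libraries at day 0. Reversed differences were those of choroid plexus in KO-labelled libraries at day 60 (from -0.14 to 0.0095 with a pseudocount of 0.1, 0.045 with TPM and 0.0014 with FPKM), of astroglia in HET-labelled libraries at day 34 (from 0.17 to -0.049 with TPM) and of astroglia in KO-labelled libraries at day 34 (from 0.0040 to -0.075 with FPKM). Calls lost and gained numbered 68 and 0 with the pseudocount, 67 and 0 with TPM and 5 and 7 with FPKM. They numbered 1 and 1 with the mean of at least 1 CPM and 2 and 7 without the far libraries. With 2 clones of 2 cultures per group, clone means can change no direction and reach no p under 0.05, so they decide nothing here. Of the 52 named-gene comparisons, 2 lost their call in each of the 48-library fit, the clone sums, the TPM fit and that with a pseudocount of 0.1, 1 lost it with only 2 genotypes in a fit, and 0 did so without the far libraries or without any 1 library. With camera in place of fry, called lists numbered 0 in place of 4 for KO-labelled libraries at day 0 (0 at an unadjusted p under 0.05), 1 in place of 4 at day 20, and 1, 3 and 5 in place of 4, 10 and 9 for HET-labelled libraries at days 0, 20 and 60.

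Axis positions changed direction in 3 cases, all on the axis from day 34 to day 60 and not called before or after: KO-labelled libraries at day 60 went from 0.00412 to -0.0102 with genes that changed by at least 2 on the log2 scale and to -0.00117 with a pseudocount of 0.1, and HET-labelled libraries at day 34 went from -0.0192 to 0.00254 with TPM. On the same axis, HET-labelled libraries at day 34 became called, with -0.0212 from genes that changed by at least 2 on the log2 scale and -0.0229 from genes with a mean of at least 1 CPM, and KO-labelled libraries at day 60 became called with TPM, at 0.0106 (adjusted p 0.0312). The relation of HET-labelled and KO-labelled changes was also measured with each taken against another WT-labelled clone, which removes the shared libraries. With HET-labelled libraries against clone 1, r was 0.312 and rho 0.0299 at day 0 and rho 0.562 at day 20, the same-direction shares were 56.8%, 88.6% and 52.1% at days 0, 20 and 60, and the median ratios 0.0582, -0.180 and 0.0292 at days 0, 34 and 60. With HET-labelled libraries against clone 2, r was 0.309, 0.516 and 0.120 and rho -0.0385, 0.546 and -0.0909 at days 0, 20 and 34, the shares were 55.4%, 88.2% and 48.3% at days 0, 20 and 60, and the ratios 0.0687, -0.180 and -0.0263 at days 0, 34 and 60. In genes with a mean of at least 1 CPM, the share was 57.2% and the ratio 0.104 at day 0 and r was 0.117 at day 34.

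Across the 8 fits that each left out 1 library of the groups compared, counts for KO-labelled against WT-labelled libraries ran from 710 to 3026 at day 0, the highest without replicate 1 of the KO-labelled group. For HET-labelled against WT-labelled they ran from 621 to 703 at day 0, from 3333 to 9907 at day 34 (highest without replicate 1 of the HET-labelled group) and from 3537 to 9828 at day 60 (highest without its replicate 4). For KO-labelled against HET-labelled they ran from 1791 to 4688, from 5328 to 11425 and from 4229 to 8790 at days 0, 34 and 60, the highest without the same far libraries. The HET-labelled count from day 20 to day 34 ran from 2405 to 4285. Interaction counts ran from 1223 to 1949, 371 to 1339 and 877 to 2817 for KO-labelled libraries and from 2708 to 5540, 2383 to 4417 and 1716 to 5628 for HET-labelled libraries.

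Leaving out 1 library, RAI1 ran from 0.23 to 0.45 at day 0 and from -0.071 to 0.18 at day 20 for KO-labelled against WT-labelled, from -0.62 to -0.30 at day 60 for HET-labelled against WT-labelled, and from 0.090 to 0.31, 0.16 to 0.53 and 0.37 to 0.69 at days 0, 34 and 60 for KO-labelled against HET-labelled libraries. Called lists ran from 0 to 2, 0 to 11, 0 to 10 and 0 to 12 for KO-labelled libraries and from 0 to 5, 0 to 12, 0 to 14 and 0 to 10 for HET-labelled libraries. Without any 1 WT-labelled library 0 lists were called, with a smallest adjusted p of 0.0581. Without replicate 3 or 4 of the KO-labelled groups 0 of 60 were called (29 at an unadjusted p under 0.05 each), and without replicate 1 or 3 of the HET-labelled groups 0 of 60 (37 and 38). The deep-layer difference of KO-labelled libraries at day 20 ran from -0.056 to 0.11 and that of the neighbours of RAI1 at day 0 from -0.038 to 0.055, reversed without replicate 1. On the axes, the HET-labelled difference at day 34 from day 34 to day 60 ran from -0.0235 to -0.00941 and became called without replicate 4 of the HET-labelled group (exact permutation, adjusted p 0.0312). The KO-labelled difference at day 20 from day 0 to day 20 ran from -0.214 to -0.0768 and lost its call without any 1 WT-labelled library, while staying separated. Leaving out 1 WT-labelled library, the same-direction share ran from 57.8% to 59.9% at day 0, 88.1% to 88.3% at day 20 and 52.0% to 56.9% at day 60, the median ratio from 0.134 to 0.150, -0.188 to -0.184 and 0.0316 to 0.124 at days 0, 34 and 60, and at day 34 r from 0.168 to 0.187 and rho from -0.0406 to 0.00892.

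The replicate number was added as a block. Between genotypes the numbers pair nothing by the labels: deviations of same-numbered libraries correlated from -0.394 to 0.358 over 48 pairs, and 0 of 12 comparisons had every pair over 0.1. The block gave 788, 5198, 1462 and 2041 genes for KO-labelled against WT-labelled, 708, 8595, 3636 and 3997 for HET-labelled against WT-labelled, and 2098, 5944, 5678 and 4770 for KO-labelled against HET-labelled libraries. Between days it gave 15856, 12020 and 15019 genes in WT-labelled, 11513, 3867 and 10131 in HET-labelled and 14262, 8082 and 13145 in KO-labelled libraries, and for the interactions 2227, 989 and 1948 for KO-labelled and 4557, 4174 and 3777 for HET-labelled libraries. With the block, fry gave adjusted p-values of 0.0823 for choroid plexus at day 0, 0.0579 for upper-layer neurons and 0.0781 for mesenchyme at day 34 in KO-labelled libraries and 0.106 for pluripotency at day 34 in HET-labelled libraries, each called without it, and 0.0104 for pan-neuronal genes in HET-labelled libraries at day 60, not called without it. The block changed no other call of fry or of an axis position.

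Other splits of the libraries into groups of the same sizes were fitted. For each of the 12 genotype comparisons, 1 of the 35 splits of the 8 libraries gave as many called genes, the real one, and the highest count of another split was 0 or 1 except 1880 for HET-labelled against WT-labelled libraries at day 60. For each of the 9 comparisons between days, 1 of the 35 splits gave as many genes, and so did 1 of the 8 splits that part every pair of same-numbered libraries. Among the others of these 8, counts reached 4076 for HET-labelled libraries from day 34 to day 60, 6399 and 1189 for KO-labelled libraries from day 0 to day 20 and from day 20 to day 34, and 0 elsewhere. Depth limits the statements on absent genes: with 14619115 to 35219716 counts per library, a gene at 0 counts in a group was at most at 0.0328 to 0.0467 CPM.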

Other observations

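Of the tests in this part, that of identical libraries and that of inactivation of the X chromosome were chosen after the result was seen.

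The level of RAI1 did not fall with the labelled genotype. An exchange of libraries between genotypes was tested as an explanation by finding, for each of the 48 libraries, the library with the highest correlation of log2 CPM. In 48 of 48 the nearest library had the same label and day, which argues against scattered exchanges, although an exchange of whole genotypes would leave this test as it is. An edit that alters the protein without lowering the transcript would also leave the level in place, and it was not tested, because counts per gene do not show the edited sequence.

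The clones of a genotype differed no more than the cultures of a clone. Pairs of libraries of a group without the 4 far libraries had median ratios to counting error of 1.88 both within and between clones. The smallest ratio was 1.484, above the ratio of about 1 that copies of a library differing by counting alone would give, which argues against libraries that were deposited more than once. If the clones of a genotype descended from a common edited cell, they may share an expression state that the other genotypes lack. Clustered protocadherins, whose promoter choice is inherited by daughter cells, were used to test this. At day 0, 58.1% of 43 clustered protocadherins were called in any genotype comparison against 19.2% of 16219 other genes (Fisher's exact test, two-sided p 2.01e-08), while 0 genes of any kind were called between clones, where 226 to 3851 genes had an unadjusted p under 0.05 at that day. The shares did not differ at day 20 (64.3% and 64.7%, Fisher's exact p 1.0), day 34 (51.2% and 43.4%, p 0.356) or day 60 (34.1% and 41.6%, p 0.428). The median absolute log2 fold change between KO-labelled and WT-labelled libraries was nevertheless larger in protocadherins than in other genes at each day, at 0.39, 0.72, 0.49 and 0.47 against 0.11, 0.25, 0.175 and 0.20 at days 0, 20, 34 and 60, without adjustment for expression level and without a test. The result at day 0 is consistent with a state shared by the clones of a genotype, in which case the 2 clones would not separate an effect of RAI1 from one of the line. An effect of RAI1 on protocadherins would give the same result and stays open.

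Among genes on at over 1 CPM in 1 genotype and off at under 0.1 CPM in another at all 4 days, 10 were found. Of these, 4 were on in WT-labelled libraries and off in both others, and 2 were counted as on in HET-labelled and off in KO-labelled libraries. The remaining 4 had 1 of 4 other patterns each. ZSCAN1, counted among the 2, also averaged 1.113, 3.632, 4.546 and 5.036 CPM in WT-labelled libraries at days 0, 20, 34 and 60. By these means it shares the pattern of ZNF680, on in WT-labelled and HET-labelled libraries. If the number of RAI1 copies set them, HET-labelled libraries should lie between the others. They lay between in 40.0% of the 10 genes. The genes were chosen for being on or off, and LOC441666, TSPYL5 and ZNF667-AS1, at 0 in both edited genotypes, cannot lie between, so this share decides nothing and a dosage effect and line-specific states cannot be told apart by it.

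Neighbouring genes on the X chromosome shifted together between the genotypes, by neighbour order in RefSeq assembly GRCh38.p14. In windows of 20 neighbouring genes, the largest median shift held in 1 direction at all 4 days was 0.849 on the log2 scale, and 0 of 13310 windows per comparison off the X chromosome went beyond 0.3 in 1 direction at all days. The shifted windows of KO-labelled against WT-labelled libraries held 88 of the 541 X genes tested, with a median of 0.52, 0.50, 0.53 and 0.56 at days 0, 20, 34 and 60 and 70 of 88 genes higher at day 0. Those of HET-labelled against WT-labelled libraries held 124 genes with medians of 0.74, 0.46, 0.64 and 0.72 and 99 of 124 genes higher at day 0. The rest of the X chromosome had medians of 0.03 and 0.00 at day 0, and XIST, the RNA that silences an X chromosome, ran from 0 to 0.475 CPM over all libraries. A partial gain of the X chromosome in the edited lines and a loss of X inactivation over part of it in these lines are both candidate explanations. The tests run here do not separate them.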
